A study of Rattus norvegicus with 12 samples. Its data were reported in "Rapamycin Response in Tumorigenic and Non-Tumorigenic Hepatic Cell Lines" (2009).

How the data were processed

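Total RNA from 12 cultures of 2 rat hepatic cell lines was hybridised to RatRef-12 BeadChips, a whole-transcriptome bead array from Illumina. Each of 4 groups (GN5 with vehicle, GN5 with rapamycin, H5D with vehicle, H5D with rapamycin) held 3 arrays, and the group and replicate number of each array were taken from its title in the sample labels. Rapamycin, an inhibitor of the kinase mTOR, was given at 50 nM for 24 h, and dimethyl sulfoxide was the vehicle. Per the labels, GN5 cells grew in DMEM/F12 and H5D cells in Waymouth medium, so the medium differed between lines but not between the treatments of a line. The paper's methods state that RNA came from triplicate plates, so the p-values measure the spread between these plates, and 3 arrays per group limit the precision.

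The deposited bead summary table held the scanner signal of each probe as a linear intensity together with a detection p-value, per the file headers. These intensities were neither background subtracted nor normalized. The p-value in the deposited table gives the chance that a probe without target is as bright. A value table of the same arrays held signal intensities that the authors had quantile normalized in BeadStudio (version not given in the sources used here). That table was on the linear scale with no background subtraction seen in it: the medians of its columns lay between 80.5 and 80.6, and its ranks matched those of the scanner signal (Spearman correlation 1 on each array). The authors analysed these values in Partek 6.3, according to the submitters' processing notes. All sample columns of both tables were used.

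The bead summary intensities were background corrected by a normal-exponential model that took the background from the detection p-values, offset by 16, quantile normalized over the 12 arrays and put on the log2 scale (neqc in limma 3.58.1, R 4.3.3). A probe counted as detected on an array at a detection p of at most 0.01, the limit of the study's methods. A probe entered a comparison if it was detected on all 3 arrays of at least 1 of the groups compared. Of 22523 probes, 13793 had 1 gene symbol in the platform annotation, 0 had several and 8730 had none. The symbols were updated by Entrez identifier through a gene table of the GRCr8 assembly, where 13752 probes matched. That table was used for names only, and chromosome positions were not used here. Where a gene had several tested probes, the brightest stood for it in the gene lists.

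Linear models with moderated variances (lmFit and eBayes in limma, two-sided) were fitted per comparison, with Benjamini-Hochberg adjustment over the probes tested, and a probe was called at an adjusted p below 0.05. Rapamycin was compared with vehicle on the 6 arrays of each line, as the study's methods did, and GN5 with H5D on the 6 vehicle arrays. The difference of the rapamycin response between lines was an interaction contrast over all 12 arrays, GN5 minus H5D. Errors given with log2 fold changes are standard errors (SE) from these models. A probe undetected on all 3 arrays of the dimmer group has only a bound. Its fold is then given as "at least", as the mean log2 value of the brighter group against the dimmer group's mean of, per array, the higher of the lowest value among detected probes and the probe's own value.

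Before the data were examined, 32 gene lists, the samples and model of each comparison, the rule for the genes named and the alternatives were fixed. Some genes are in more than 1 list, such as Psph, Phgdh and Shmt2 in the ATF4 and serine lists and Mmp3 in the extracellular matrix and NF-kappaB lists. The calls of such lists are not independent of each other. Lists were tested with camera in limma, which compares the genes of a list with the other genes, at a preset correlation between genes of 0.01, for the 29 lists with at least 5 tested genes. The test was run again with an estimated correlation. In that mode camera also takes its p-value from the residual degrees of freedom of the fit, 4 within a line or between the vehicle groups and 8 for the difference. A list can therefore lose its call there without a larger correlation between its genes. Fry, which asks whether a list's genes move one way on balance without comparing them with other genes, was run beside camera. The named genes were the 10 called genes with the largest change in each direction (5 for the difference between lines), 11 genes tied to the study's assays and glycolysis, and up to 4 called members of each list that was called or held at least 2 called genes (of called lists alone for the difference). Probes without a gene name were passed over: 2 among the rises and 1 among the falls in GN5, 1 and 2 in H5D, 2 among the lower values of the difference, and 1 among the genes higher in GN5 vehicle. No probe was named Cdk2, so 10 of the 11 genes were measured. A few genes outside this rule are named where a count is small, and were chosen after their values were seen. The study's supplementary tables, read before the lists were fixed, name genes that changed in these samples, among them members of the glycolysis, ATF4, YAP, serine synthesis, tRNA synthetase and TGF-beta lists. The directions of these and the other called lists in the rapamycin comparisons are therefore not independent evidence.

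Calls shared by both lines were counted among probes tested in both, per direction, against the product of the list lengths over the probes tested, with Fisher's exact test across probes, which are not independent replicates. The size of the response was the standard deviation (SD) of the log2 fold change over the 6346 probes detected on all 12 arrays, after the mean squared standard error was taken off, with each replicate number left out in turn as its error. Arrays were clustered by 1 minus Pearson's correlation with average linkage.

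The probe calls, the list test and the corrected SD were tested on simulated data built from the real arrays' means and spreads, with 200 probes changed in each of 5 simulations. Of changes of 1.5-fold, 2-fold and 3-fold, 62.7%, 93.7% and 99.7% were recovered in the GN5 comparison (7449 probes), 51.3%, 86.3% and 97.3% in H5D (7895 probes), 37.3%, 85.7% and 97.6% in the difference (8539 probes), and 52.8%, 88.1% and 98.2% in the vehicle comparison (8279 probes). False calls made up 5.12%, 4.17%, 5.17% and 5.46% of the calls, respectively. A list changed on purpose was called in 5 of 5 simulations in each comparison, and 0 of 140 unchanged lists were. The simulated noise was drawn independently for each probe. The 0 of 140 therefore does not give the rate of false list calls where genes are correlated. The overlap test and the clustering were not tested in this way. The corrected SD came out at 0.201 where the true value was 0.201 in GN5, and at 0.200 for a true 0.202 in H5D.

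The alternatives were no background correction, scaling each array to a common median, quantile normalization within each line, the authors' normalized values, no filter or detection on all 12 arrays, all 12 arrays in each model, a variance trend with robust estimation, array weights, the methods' t-test with and without its 1.2-fold minimum, fold minimums of 1.2 and 1.5, the replicate number as a block, an estimated correlation, the mean of a gene's probes, and leaving out each array in turn. The common median was that of all 22523 probes, of which 33.0% to 37.7% were detected on an array. That scaling therefore aligned the arrays at the level of undetected probes, not at that of the detected ones. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.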

Results

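Gene expression was measured in 2 tumorigenic rat hepatic cell lines after 24 h with vehicle or 50 nM rapamycin. GN5 is a chemically transformed line derived from the liver epithelial line WB-F344, and H5D comes from an azo-dye induced hepatocellular carcinoma. Both had shown intermediate sensitivity to rapamycin, so the comparison addressed which genes responded in each line and whether the responses of the lines differed. Each of the 4 groups had 3 arrays.

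Of the 22523 probes, between 7427 (GN5 vehicle replicate 2) and 8483 (H5D rapamycin replicate 2) were detected on an array, or 33.0% to 37.7%. The median raw signal lay between 74.3 and 82.7 except on GN5 vehicle replicates 2 (105.9) and 3 (96.2). The median signal of detected probes was 3.21 (H5D vehicle replicate 2) to 4.30 (H5D rapamycin replicate 2) times that of probes with a detection p above 0.05. The lowest raw signal was 14.9 on H5D vehicle replicate 2 and 42.3 to 49.9 on the other arrays. Correlations across probes ranged from 0.9924 to 0.9965 for 12 pairs of arrays of the same group, from 0.9897 to 0.995 for 18 pairs of the same line with different treatment, and from 0.9163 to 0.9231 for 36 pairs of different lines. The GN5 and H5D arrays formed separate clusters over 8539 probes, and 3 of the 4 groups formed a cluster of their own. H5D vehicle did not, since its replicate 2 stood apart, and all 4 groups did without that array. Only 2 groups did so without H5D rapamycin replicate 2 or without GN5 vehicle replicate 2.

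**Figure D1:**
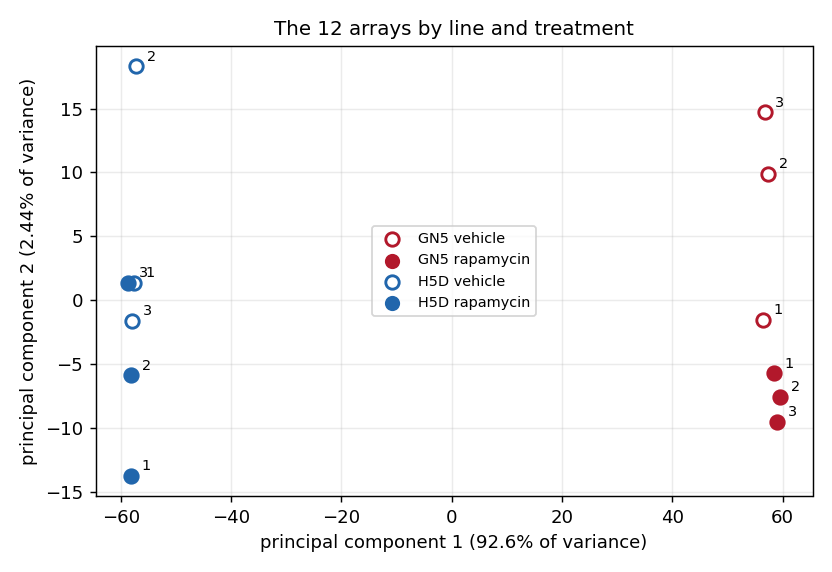
Scores of the 12 arrays on the first 2 principal components of log2 signal, with the share of variance on each axis, vehicle as open and rapamycin as filled symbols, and the replicate number beside each. The first component (92.6% of the variance) separates the lines, and on the second (2.44%) H5D vehicle replicate 2 has the highest score (18.3), followed by GN5 vehicle replicates 3 (14.7) and 2 (9.88), and H5D rapamycin replicate 1 the lowest (-13.8).

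In the GN5 cells, rapamycin lowered genes of the amino acid and stress response the most. The stress-induced cofactor Nupr1 fell 3.18-fold (log2 fold change -1.67, SE 0.104, adjusted p = 2.18e-05, n = 3 per group, limma), the mTOR inhibitor Ddit4 fell 2.95-fold (-1.56, SE 0.137), the transcription factor Atf5 2.74-fold (-1.45, SE 0.135), and the amino acid transporter Slc7a5 2.67-fold (-1.42, SE 0.113). The pseudokinase Trib3, a target of ATF4, was undetected on the 3 rapamycin arrays and at least 2.34-fold lower (adjusted p = 6.19e-05). Psph, the last enzyme of serine synthesis, fell 2.56-fold, mitochondrial serine hydroxymethyltransferase (Shmt2) 2.32-fold, the fatty acid desaturase Scd 2.28-fold and the interferon-induced Ifi27l2b 2.44-fold. The glycine transporter Slc6a9 fell as well (adjusted p = 0.000629) and was detected on 1 of 3 rapamycin arrays. Among the rises, the muscle and YAP-responsive protein Ankrd1 rose 2.69-fold (1.43, SE 0.117, adjusted p = 6.19e-05) and the chemokine Cxcl13 2.46-fold (1.3, SE 0.142). The natriuretic peptide clearance receptor Npr3 rose 2.19-fold, the activin antagonist follistatin (Fst) 2.12-fold, the vasoconstrictor endothelin-1 (Edn1) 2.07-fold and the TGF-beta binding protein Ltbp2 2.06-fold. The neurotrophin Bdnf (1.98-fold), the tight junction protein occludin (Ocln, 1.97-fold) and Rsrp1 (1.96-fold) rose as well.

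Among genes regulated by the stress transcription factor ATF4, 19 of 24 measured members fell in GN5 and 5 did not pass (21 fell when adjusted over the list alone). The list had a median log2 fold change of -0.79 (-0.74 with undetected members at their bound) and a camera adjusted p of 1.94e-25. Some of its members had been known to change in these samples, as had members of the glycolysis, YAP, serine synthesis, tRNA synthetase and TGF-beta lists, so the directions of these lists are not independent evidence. Of 16 cytosolic aminoacyl-tRNA synthetases, which charge tRNAs with amino acids, 12 fell, 1 rose and 3 did not pass (14 fell and 1 rose when adjusted over the list alone, median -0.56, adjusted p = 1.55e-10). The cysteine enzyme Cars1 fell 1.84-fold (-0.88, SE 0.105), the tyrosine enzyme Yars1 1.73-fold and the asparagine enzyme Nars1 1.68-fold, whereas the glutamine enzyme Qars1 rose (0.59, adjusted p = 0.00676). Of 15 glycolytic genes 7 fell and 8 did not pass (10 fell when adjusted over the list alone, median -0.38, adjusted p = 7.28e-07). Lactate dehydrogenase A (Ldha) fell 1.56-fold (-0.64, SE 0.097, adjusted p = 0.00295). Phosphoglycerate kinase Pgk1 fell 1.42-fold (-0.51, SE 0.113, adjusted p = 0.0225), triosephosphate isomerase Tpi1 1.34-fold (adjusted p = 0.0207) and phosphofructokinase Pfkl 1.32-fold (adjusted p = 0.0289). In the serine, glycine and one-carbon list 5 of 11 fell (5 adjusted over the list alone, median -0.20, adjusted p = 0.000158). The formate enzyme Mthfd1l was 1.90-fold and Phgdh, the first enzyme of serine synthesis, 1.57-fold lower. Of 14 fatty acid synthesis genes 4 fell (4 adjusted over the list alone, median -0.23, adjusted p = 0.000264). The desaturases Scd2 and Fads1 were 2.23-fold and 1.43-fold lower. Of 19 endoplasmic reticulum chaperones 4 fell (7 adjusted over the list alone, median -0.25, adjusted p = 3e-05). Among them Herpud1, a component of protein degradation there, fell 1.41-fold. The Pgk1 call ended without GN5 vehicle replicate 2 (adjusted p = 0.101) or 3 (0.0536) and without rapamycin replicate 1 (0.0696), 2 (0.0557) or 3 (0.101). Without vehicle replicates 2 and 3 together Pgk1 was at -0.30 (adjusted p = 0.294), a move of over 1.5 times. The calls of Pfkl (-0.36, adjusted p = 0.204), Tpi1 (-0.48, 0.0801), Fads1 (-0.49, 0.0993) and Phgdh (-0.55, 0.0615) ended too, but their log2 fold changes moved by less than 1 SE. Pfkl lost its call without the same 5 arrays (adjusted p = 0.114, 0.0536, 0.0975, 0.0713 and 0.0947). The Tpi1 call ended without vehicle replicate 2 (0.0735) or rapamycin replicate 1 (0.0585), 2 (0.069) or 3 (0.0963), the Herpud1 call without rapamycin replicate 2 (0.0502) and the Fads1 call without vehicle replicate 2 (0.0586).

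Another 6 lists fell in GN5 with camera at the preset correlation but not with an estimated one. Fry called all 6 (adjusted p = 0.0034 to 0.0327). The estimated correlation lay below the preset 0.01 for the p53 (-0.0541), hypoxia (-0.0172) and glutathione (0.005) lists, so a larger correlation did not end their calls at that setting. The estimate lay above 0.01 for the cholesterol (0.0577), G2 and mitosis (0.0614) and proteasome (0.0626) lists. There the correlation and the fewer degrees of freedom were not separated. Of 34 proteasome subunits 3 fell (11 adjusted over the list alone, median -0.18, adjusted p = 7.28e-07, and adjusted p = 0.0728 with an estimated correlation). They were Psmd13 and the immunoproteasome subunits Psmb9 and Psmb10 (a second Psmb10 probe at -0.35 was not called, adjusted p = 0.0567). These calls ended without vehicle replicate 2 (adjusted p = 0.0943, 0.0833 and 0.0943) and without rapamycin replicates 2 (0.0807, 0.0556 and 0.0792) or 3 (0.0871, 0.101 and 0.0984). Psmb9 and Psmb10 also lost theirs without rapamycin replicate 1 (0.0817 and 0.0688), and Psmb9 without vehicle replicate 3 (0.06). Of 16 cholesterol synthesis genes 3 fell (3 adjusted over the list alone, median -0.23, adjusted p = 9.92e-05, and adjusted p = 0.0746 with an estimated correlation). The demethylase Cyp51 fell 1.68-fold (-0.74, SE 0.0987). Of 23 glutathione and NRF2 genes 4 fell (6 fell and 1 rose when adjusted over the list alone, median -0.14, adjusted p = 0.00443, and adjusted p = 0.0746 with an estimated correlation). The heme-degrading Hmox1 fell 1.58-fold and the aldo-keto reductase Akr1b8 1.6-fold. In the G2 and mitosis list 1 of 35 fell (1 adjusted over the list alone, median -0.10, adjusted p = 0.0059, and adjusted p = 0.2 with an estimated correlation). In the hypoxia list 4 of 16 fell and 1 rose (6 and 1 when adjusted over the list alone, median -0.14, adjusted p = 0.0137, and adjusted p = 0.0995 with an estimated correlation). The adenylate kinase Ak4 fell 1.83-fold, and the vasodilator Adm rose (0.45, adjusted p = 0.0273). Of 10 p53 targets 2 fell (2 adjusted over the list alone, median -0.15, adjusted p = 0.0137, and adjusted p = 0.0999 with an estimated correlation). The growth arrest gene Gadd45a fell 1.66-fold. The p53 call also ended with no filter (adjusted p = 0.0826).

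Rises in GN5 gathered in 4 lists, some of which share members. Ccn1 is in the YAP and immediate early lists, and Tgfb2 in the YAP and TGF-beta lists. Of 15 TGF-beta response genes 8 rose and 7 did not pass (11 rose when adjusted over the list alone, median 0.43, adjusted p = 2.96e-10). The inhibitory Smad6 rose 1.85-fold (0.89, SE 0.122) and Smad7 1.75-fold (0.81, SE 0.0939). Of 16 YAP and TEAD targets 6 rose, 1 fell (Gadd45a) and 9 did not pass (11 rose and 1 fell when adjusted over the list alone, median 0.36, adjusted p = 2.56e-06). The matricellular protein Ccn1 was 1.95-fold and the ligand Tgfb2 1.6-fold higher. Of 19 immediate early and MAPK feedback genes 4 rose (6 rose and 1 fell when adjusted over the list alone, median 0.22, adjusted p = 0.00024). The phosphatase Dusp1 rose 1.82-fold and the growth factor Hbegf 1.52-fold. Of 7 NF-kappaB and chemokine genes 2 rose, Cxcl13 and Nfkbia (3 adjusted over the list alone, median 0.14, adjusted p = 0.017, and adjusted p = 0.149 with an estimated correlation). The Nfkbia call ended without vehicle replicate 2 (adjusted p = 0.134) and without rapamycin replicates 1 (0.109), 2 (0.101) or 3 (0.0916). Under scaling to a common median the calls of Nfkbia (0.129) and Tgfb2 (0.0595) ended. Of the 16 called lists, 9 held with an estimated correlation: ATF4, tRNA synthetases and TGF-beta (adjusted p = 0.025 each), YAP (0.0447), and glycolysis, endoplasmic reticulum chaperones, serine synthesis, immediate early genes and fatty acid synthesis (0.0464 each).

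Other lists were not called in GN5. The translation inhibitor Eif4ebp1 fell 1.78-fold (-0.83, SE 0.115, adjusted p = 0.00169) and the kinase Sgk1 rose 1.59-fold within a list of 26 mTOR signalling genes, of which 4 rose and 2 fell (median 0.09, adjusted p = 0.201). In the extracellular matrix list 3 of 24 rose and 3 fell (6 and 3 when adjusted over the list alone, median 0.17, adjusted p = 0.123). Fibronectin (Fn1) was 1.45-fold higher, collagen Col1a1 1.68-fold lower and the proteoglycans Lum 1.64-fold and Dcn 1.59-fold lower. Of 15 mesenchymal markers 2 rose, including the smooth muscle protein Tagln (1.61-fold), and 4 fell (median -0.05, adjusted p = 0.293). Of 60 ribosomal proteins Rplp2 fell 1.89-fold (adjusted p = 0.00122) and Rpl15 rose 1.37-fold (median 0.05, adjusted p = 0.337). The Rplp2 probe was dim, at a log2 level of 6.57 with vehicle and 5.66 with rapamycin. The lowest values among detected probes on the GN5 rapamycin arrays were 5.54 to 5.58. Of 15 interferon genes 3 fell (median -0.11, adjusted p = 0.104), of 37 ribosome biogenesis genes 1 fell (median -0.08, adjusted p = 0.0582), and of 33 autophagy and lysosome genes Lamp1 rose and Sqstm1 fell (median 0.02, adjusted p = 0.842). The Sqstm1 probes disagreed, with log2 fold changes of -0.38, -0.32 and 0.15 and only the first called. Without vehicle replicate 2 or 3 or rapamycin replicate 2 or 3, the calls of Fn1 (adjusted p = 0.0751 to 0.149), Rpl15 (0.0602 to 0.133), Lamp1 (0.0535 to 0.108) and Sqstm1 (0.0894 to 0.173) ended. The last 3 also ended without rapamycin replicate 1 (0.107, 0.097 and 0.0696), that of Sqstm1 without vehicle replicate 1 (0.0503), and those of Fn1 (0.2), Rpl15 (0.136) and Lamp1 (0.365) under scaling to a common median. For the remaining lists the medians and adjusted p were 0.10 and 0.0863 for S phase, 0.15 and 0.0905 for hepatocyte markers, -0.06 and 0.133 for oxidative phosphorylation, 0.11 and 0.135 for G1 regulators, -0.08 and 0.182 for the TCA cycle, and 0.18 and 0.337 for biliary markers. Of the genes tied to the study's protein assays, the inhibitor p27 (Cdkn1b, -0.21, adjusted p = 0.189), cyclin E1 (Ccne1, 0.21, 0.309), Rps6 (0.08, 0.67), Akt1 (0.16, 0.444) and Mtor (0.12, 0.505) did not pass.

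The limma fit called 515 of 7449 probes in GN5 (6.91%), 257 higher and 258 lower, 173 of them by at least 1.5-fold and 23 by at least 2-fold. The rapamycin arrays lay wholly apart from the vehicle arrays for 512 of the called probes and for all 76 named called genes, and for 2068 of the tested probes (27.8%), where chance gives 10%. The called probes were picked by their difference on these same arrays, so their separation is not further support. Scaling to a common median moved the median log2 fold change of all tested probes to -0.139 and called 857 probes, 103 higher and 754 lower. The count was 934 without vehicle replicate 1, 164 without vehicle replicate 2, and 266, 182 and 190 without rapamycin replicates 1, 2 and 3, and 45 of the 76 named calls held without each array in turn. Vehicle replicates 2 and 3 had the higher raw signal, and without both of them, a setting chosen after the data were seen, 156 probes were called. With only 1 vehicle array left, that setting also ended the calls of Ocln (0.65, adjusted p = 0.0632), Gadd45a (-0.54, 0.0731), Col1a1 (-0.57, 0.091), Psmd13 (-0.44, 0.205), Psmb9 (-0.34, 0.225), Nfkbia (0.35, 0.213) and Rpl15 (0.28, 0.359), of which Rpl15 alone moved by over 1.5 times. It ended those of Psmb10 (-0.36, 0.185), Fn1 (0.53, 0.18), Lamp1 (0.38, 0.177), Sqstm1 (-0.38, 0.183) and Nqo1 (-0.57, 0.0625) while their log2 fold changes moved by less than 1 SE, and that of the p53 list (0.0692). With no filter 233 probes were called, and the calls of Pgk1 (adjusted p = 0.0844), Psmd13 (0.0891), Psmb9 (0.064), Akr1b8 (0.0508), Nfkbia (0.124), Fn1 (0.148), Rpl15 (0.103), Sqstm1 (0.102) and Nqo1 (0.0683) ended. With all 12 arrays in the fit 495 probes were called, and the calls of 7 named genes ended.

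**Figure D2:**
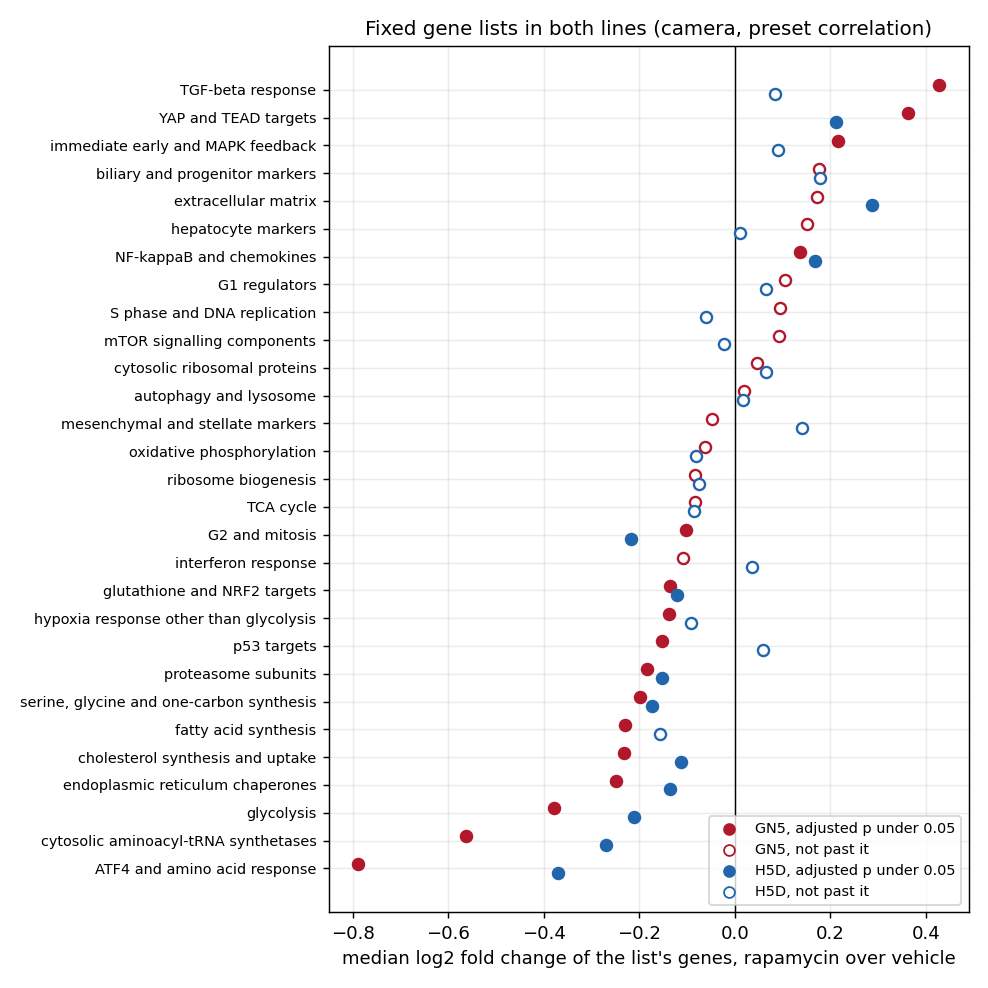
Median log2 fold change (rapamycin over vehicle) of each tested gene list in GN5 and H5D, with filled symbols for a camera adjusted p below 0.05 at the preset correlation. The ATF4 list has the lowest median in GN5 (-0.79) and H5D (-0.37). Under scaling to a common median the H5D medians of the serine, cholesterol, endoplasmic reticulum chaperone and glutathione lists turn positive. They stay below the median of all genes (0.176) under that scaling.

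**Figure D3:**
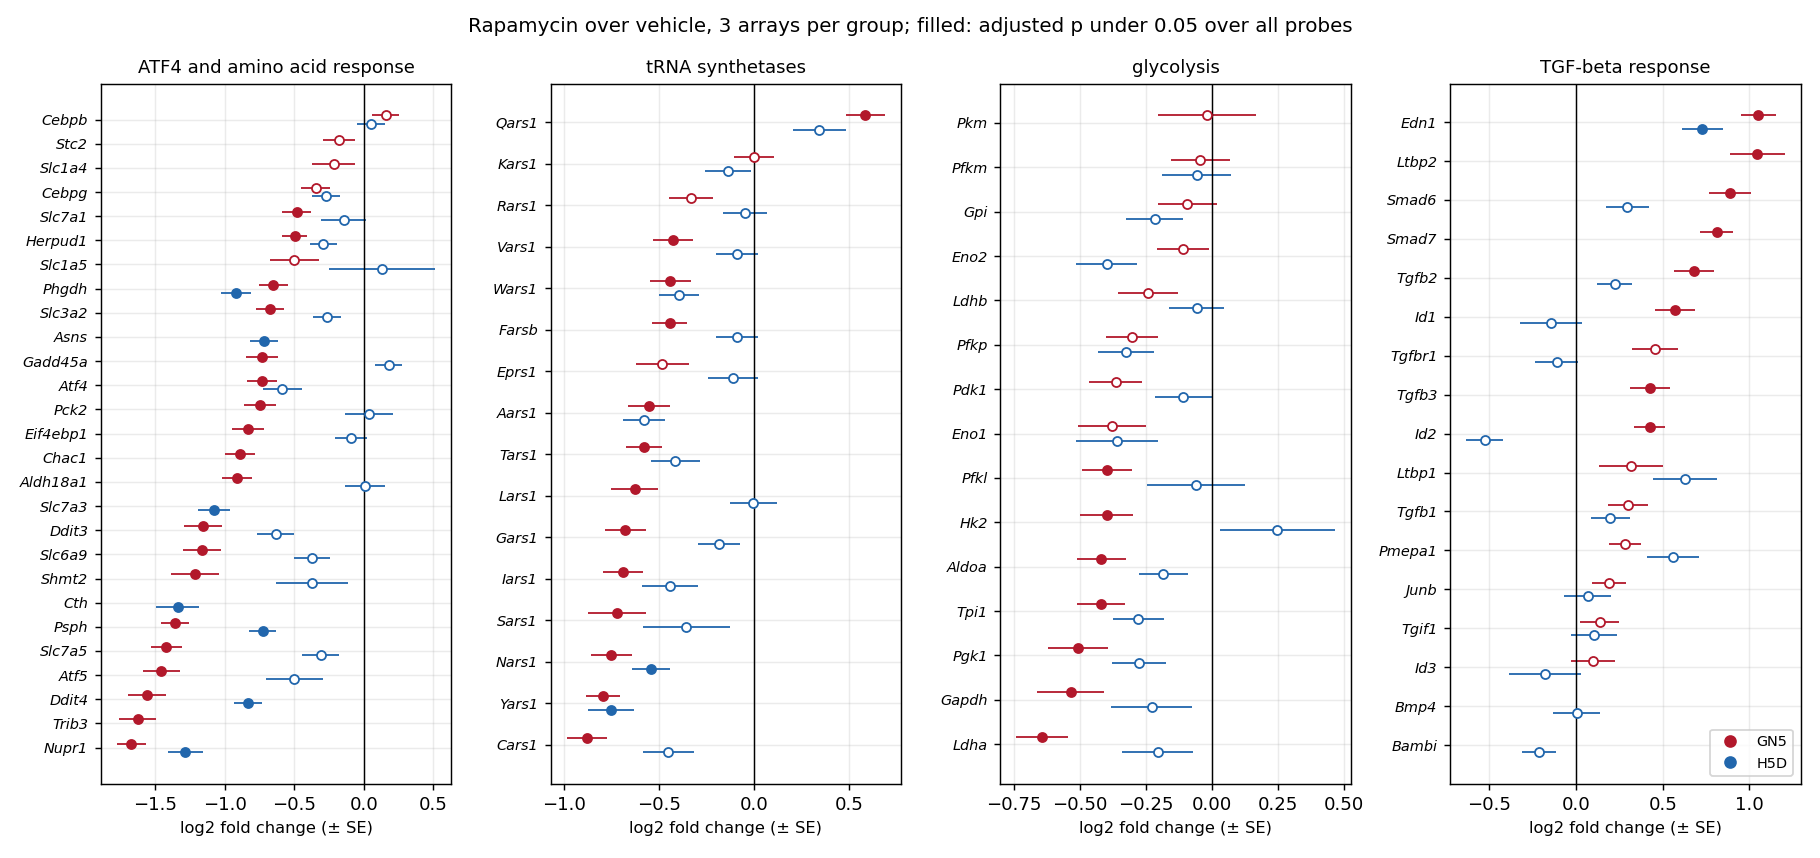
Log2 fold change (rapamycin over vehicle, with SE, 3 arrays per group) of the measured members of 4 lists in GN5 and H5D, filled where the adjusted p is below 0.05. In GN5, 19 of 24 ATF4 genes, 12 of 16 tRNA synthetases and 7 of 15 glycolytic genes lie below 0 and are filled, and 8 of 15 TGF-beta genes lie above 0 and are filled.

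In the H5D cells, the largest rise was that of Ccn2, a matricellular protein and YAP target, at 2.94-fold (log2 fold change 1.56, SE 0.13, adjusted p = 0.00356, n = 3 per group, limma). The membrane protein caveolin-1 (Cav1) rose 2.58-fold (1.37, SE 0.166, adjusted p = 0.00816), the calmodulin regulator Pcp4 2.13-fold, Klhl29 2.07-fold, the matrix protease stromelysin (Mmp3) 2.04-fold, neuropeptide Y (Npy) 1.87-fold, collagen Col15a1 1.86-fold, the dipeptidase Pepd 1.86-fold, Zfp523 1.70-fold and the immediate early factor Egr1 1.68-fold. The cysteine synthesis enzyme Cth fell 2.53-fold (-1.34, SE 0.155, adjusted p = 0.00816), Nupr1 2.43-fold (-1.28, SE 0.125, adjusted p = 0.00749) and the serine synthesis enzyme Phgdh 1.89-fold. The cationic amino acid transporter Slc7a3 was undetected with rapamycin and at least 1.78-fold lower (adjusted p = 0.00749). Hap1 fell 1.85-fold, the autophagy receptor Sqstm1 1.83-fold (its other probes gave -0.53 and -0.21 and were not called), Ddit4 1.78-fold, the quinone reductase Nqo1 1.72-fold and the Wnt ligand Wnt16 1.70-fold. Higd2a fell 1.76-fold on a probe detected on 2 of 3 rapamycin arrays, and its other probe did not pass.

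Of 23 ATF4 genes 7 fell in H5D and 16 did not pass (13 fell when adjusted over the list alone, median -0.37, adjusted p = 5.86e-10, and adjusted p = 0.0564 with an estimated correlation). Asparagine synthetase (Asns) was among them (-0.72, adjusted p = 0.0181). Of 16 tRNA synthetases Yars1 (1.68-fold) and Nars1 (1.46-fold) fell (7 adjusted over the list alone, median -0.27, adjusted p = 0.000174, and adjusted p = 0.0628 with an estimated correlation). In the serine list Psph (1.65-fold) and Phgdh fell out of 11 (3 adjusted over the list alone, median -0.17, adjusted p = 0.000296, and adjusted p = 0.0628 with an estimated correlation). In the G2 and mitosis list the spindle checkpoint gene Mad2l1 fell 1.48-fold out of 35 (5 adjusted over the list alone, median -0.22, adjusted p = 1.2e-05, and adjusted p = 0.0628 with an estimated correlation). Of 30 glutathione and NRF2 genes Nqo1 fell (7 adjusted over the list alone, median -0.12, adjusted p = 0.00176, and adjusted p = 0.0628 with an estimated correlation). The proteasome list was lower with 0 of 33 members called by limma (2 adjusted over the list alone, 5 at an unadjusted p below 0.05, median -0.15, adjusted p = 0.000535, and adjusted p = 0.0628 with an estimated correlation). Of 15 YAP targets Ccn2 and tissue factor (F3, 1.61-fold) rose (3 rose and 1 fell when adjusted over the list alone, median 0.21, adjusted p = 0.000291, and adjusted p = 0.0628 with an estimated correlation). Of 18 extracellular matrix genes Mmp3, Col15a1 and Col18a1 (1.45-fold) rose (6 adjusted over the list alone, median 0.29, adjusted p = 1.3e-07, and adjusted p = 0.0564 with an estimated correlation). Glycolysis had 0 of 14 members called by limma (0 adjusted over the list alone, 5 at an unadjusted p below 0.05, median -0.21, adjusted p = 0.00258, and adjusted p = 0.0757 with an estimated correlation). Pgk1 (-0.27, adjusted p = 0.229), Tpi1 (-0.28, 0.196), Ldha (-0.21, 0.474) and Pfkl (-0.06, 0.904) did not pass. Of 20 NF-kappaB genes Mmp3 rose (5 adjusted over the list alone, median 0.17, adjusted p = 0.0116, and adjusted p = 0.101 with an estimated correlation). Endoplasmic reticulum chaperones had 0 of 20 called by limma (0 adjusted over the list alone, 5 at an unadjusted p below 0.05, median -0.14, adjusted p = 0.0256, and adjusted p = 0.126 with an estimated correlation). Of 15 cholesterol genes the sterol reductase Tm7sf2 fell 1.54-fold, its other probe at -0.28 not passing (1 adjusted over the list alone, median -0.11, adjusted p = 0.0488, and adjusted p = 0.158 with an estimated correlation). The cholesterol call ended without vehicle replicate 1 (adjusted p = 0.0754) or 2 (0.0794) or rapamycin replicate 2 (0.073), and the chaperone call without vehicle replicate 2 (0.0572) or rapamycin replicate 1 (0.0772). Under scaling to a common median the medians of the serine (0.0145), cholesterol (0.0913), chaperone (0.034) and glutathione (0.0327) lists turned positive while the median of all genes was 0.176, so relative to all genes they stayed negative (-0.161, -0.0846, -0.142 and -0.143).

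Of the lists not called in H5D, the TGF-beta list had a median of 0.09 (adjusted p = 0.176), with Edn1 called among 14 members (0.73, SE 0.118, adjusted p = 0.0321). The immediate early list had a median of 0.09 (0.162), mTOR signalling -0.02 (0.422), autophagy and lysosome 0.02 (0.333) and hypoxia -0.09 (0.282). Medians and adjusted p were -0.08 and 0.0503 for the TCA cycle, -0.08 and 0.0571 for oxidative phosphorylation, -0.07 and 0.0675 for ribosome biogenesis, 0.18 and 0.0675 for biliary markers, 0.07 and 0.0796 for ribosomal proteins, and 0.14 and 0.0839 for mesenchymal markers. They were -0.16 and 0.165 for fatty acid synthesis, -0.06 and 0.194 for S phase, 0.01 and 0.282 for hepatocyte markers, 0.07 and 0.398 for G1 regulators, 0.06 and 0.531 for p53 targets, and 0.04 and 0.861 for interferon genes. Eif4ebp1 (-0.09, adjusted p = 0.727), Cdkn1b (-0.10, 0.71), Ccne1 (-0.21, 0.481), Rps6 (0.11, 0.669), Akt1 (0.25, 0.514) and Mtor (-0.03, 0.927) did not pass. The pentose phosphate, leukocyte and macrophage, and endothelial lists had too few detected genes for a test in any comparison.

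The limma fit called 57 of 7895 probes in H5D (0.722%), 25 higher and 32 lower, 48 of them by at least 1.5-fold and 8 by at least 2-fold. The treatments did not overlap for the 57 called probes, which were picked on these same arrays, and for 1824 of the tested probes (23.1%), where chance gives 10%. Scaling to a common median moved the median log2 fold change of all tested probes to 0.172 and called 164 probes, 156 higher and 8 lower. The calls of Ddit4 (adjusted p = 0.0612), Nqo1 (0.0732), Yars1 (0.0921), Psph (0.111), Wnt16 (0.115), Tm7sf2 (0.178), Nars1 (0.299) and Mad2l1 (0.377) ended under that scaling. With no filter 31 probes were called, and the calls of Hap1 (adjusted p = 0.0531), Zfp523, Mad2l1, Nars1 and Tm7sf2 (0.0536 each), Col15a1 (0.0583), Yars1 (0.0652), Mmp3 (0.0677), Pepd (0.0758), Klhl29 (0.087) and Higd2a (0.0912) ended. Without rapamycin replicate 2, limma called 0 probes (828 at an unadjusted p below 0.05, smallest adjusted p = 0.068), and it called 3 without vehicle replicate 1, 31 without vehicle replicate 3, and 12 and 17 without rapamycin replicates 1 and 3.

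**Figure D4:**
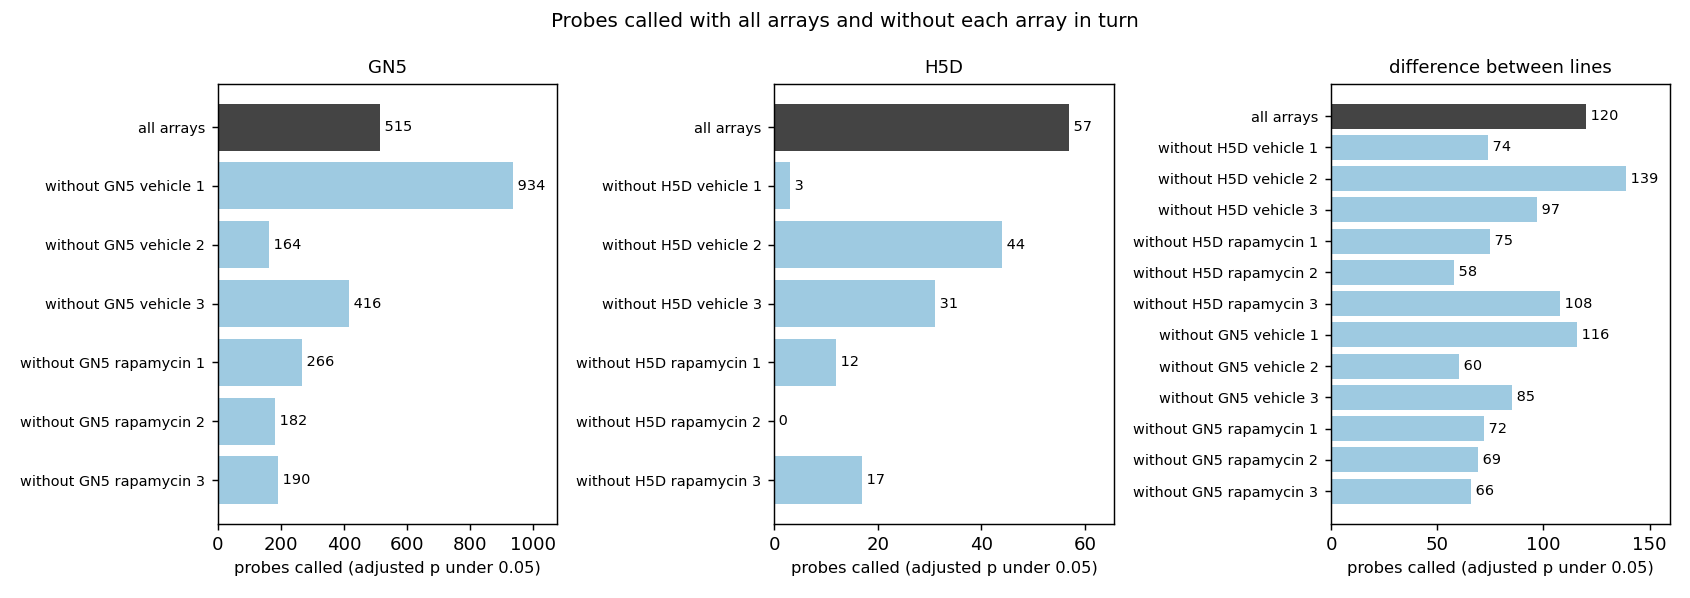
Number of probes called at an adjusted p below 0.05 with all arrays and without each array in turn, for GN5, H5D and the difference between the lines, as bars from 0. The H5D count falls from 57 to 0 without rapamycin replicate 2, and the GN5 count ranges from 164 to 934.

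Genes that responded in both lines included Nupr1 (log2 fold change -1.67 in GN5 and -1.28 in H5D), Ddit4 (-1.56 and -0.83), Psph (-1.35 and -0.73), Ifi27l2b (-1.29 and -0.53), Yars1 (-0.79 and -0.75), Nars1 (-0.75 and -0.54), Phgdh (-0.65 and -0.92), Nqo1 (-0.49 and -0.79), Sqstm1 (-0.38 and -0.88) and the inflammatory caspase Casp4 (-0.83 and -0.67). Cav1 (0.50, with 0.38 on a probe that was not called, and 1.37), Zfp523 (0.65 and 0.76) and Edn1 (1.05 and 0.73) rose in both. The GN5 call of Sqstm1 ended without each of the 6 GN5 arrays in turn (adjusted p = 0.0503 to 0.173), and another of its probes was at 0.15. The GN5 call of Nqo1 ended without rapamycin replicate 2 (0.0656) or 3 (0.0983). Of 6805 probes tested in both lines, 11 fell in both where independent lists would share 0.679 (Fisher's exact test across probes, two-sided, p = 8.36e-12), and 3 rose in both where 0.403 would be shared (p = 0.00686). A further 2 probes, both without a gene name, were called in opposite directions. Of the 403 probes called in GN5, 308 (76.4%) had the same sign in H5D, against 59.1% of all probes, and Pearson's correlation of the log2 fold changes was 0.331 across probes. The 14 shared calls became 0, 5 and 8 without H5D rapamycin replicates 2, 1 and 3, and 2 without H5D vehicle replicate 1. The SD of the log2 fold change after its error was taken off was 0.184 in GN5 (0.146 to 0.229 with each replicate number left out) and 0.141 in H5D (0.106 to 0.197). Their ratio was 1.3, and it ranged from 0.889 to 2.17 when each replicate number was left out of both lines, so the sizes did not differ beyond their error. Under scaling to a common median, which aligns the arrays at the level of undetected probes, the ratio was 3.58.

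The largest difference in response measured was at Ccn2, which rose in H5D while its log2 level stayed at 13.75 with either treatment in GN5 (difference GN5 minus H5D -1.56, SE 0.157, adjusted p = 0.000601, 12 arrays, limma). With vehicle the brightest probe tested in GN5 (Rplp0) was at 14.11, so Ccn2 lay near the top of the range there and a rise could have been understated. Ankrd1 showed the opposite, with 1.43 in GN5 and 0.08 in H5D (difference 1.34, SE 0.168, adjusted p = 0.00157). The neuronal adaptor Hap1 differed by 1.23 (0.35 in GN5, not called, and -0.89 in H5D) and was detected on 2 of 3 GN5 vehicle arrays. The G protein regulator Rgs2 differed by -1.22 (-0.49 in GN5 and 0.73 in H5D, the latter not called), and Id2, an inhibitor of differentiation, by 0.95 (0.43 and -0.53, the latter not called). The desaturase Scd2 (-1.16 in GN5 and 0.05 in H5D, not called) differed by -1.21, and Slc7a5 (-1.42 and -0.31, not called) by -1.11. Cxcl13 (difference 1.35), Rnd1 (1.2) and Ltbp2 (0.97) were measured in GN5 and undetected in H5D, as was the trafficking protein Rab17 (1.19), itself detected on 2 of 3 GN5 vehicle arrays. Trib3 (-1.22) was undetected in H5D and in rapamycin-treated GN5, Slc7a3 (1.02) in GN5 and in rapamycin-treated H5D. Pcp4 (-1.27) was detected on 1 vehicle and 0 rapamycin arrays of GN5, and Cth (1.03) on 2 and 0. The call of Cth ended without GN5 vehicle replicate 2 (adjusted p = 0.0684) or GN5 rapamycin replicate 3 (0.0616), and that of Scd2 without H5D rapamycin replicate 2 (0.0562). Ltbp2 lost its call without H5D vehicle replicates 1 (0.0526) or 3 (0.0647), H5D rapamycin replicates 1 (0.058) or 2 (0.101), GN5 vehicle replicate 3 (0.0555) or GN5 rapamycin replicates 2 (0.0892) or 3 (0.0839). Under scaling to a common median the calls of Id2 (adjusted p = 0.123), Ltbp2 (0.0659) and Cth (0.0502) ended.

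Camera called 3 lists as differing in response between the lines. Splits of both lines' arrays cannot decide whether these arose by chance. As many lists were called in 53 of 100 drawn splits, but these splits keep all or part of a line's response. They also compare only the number of lists, not which lists were called. Of 27 ATF4 genes 7 responded lower in GN5 and 3 higher (15 and 3 when adjusted over the list alone), with a median difference of -0.52 (adjusted p = 8.4e-06, and adjusted p = 0.0383 with an estimated correlation). The lower members included Trib3, Slc7a5, Gadd45a (-0.91, adjusted p = 0.0069) and Eif4ebp1 (-0.74, adjusted p = 0.0415), and the higher ones were Cth, Slc7a3 and Asns (0.63, adjusted p = 0.0304). Asns and Slc7a3 were undetected on all GN5 arrays, so their response there could not be measured. Cth was detected on 2 vehicle and 0 rapamycin arrays of GN5, so its response there rests on values at or near the detection floor. Of 17 TGF-beta genes Ltbp2 and Id2 responded higher in GN5 (8 adjusted over the list alone, median 0.32, adjusted p = 1.61e-05, and adjusted p = 0.0224 with an estimated correlation). Of 16 tRNA synthetases 0 were called by limma (2 lower when adjusted over the list alone, 5 at an unadjusted p below 0.05, median -0.27, adjusted p = 0.0138, and adjusted p = 0.0877 with an estimated correlation), and the list call ended without GN5 vehicle replicate 2 (adjusted p = 0.0611). The other 26 lists had adjusted p from 0.089 (S phase) to 0.803 (ribosome biogenesis), with 0.15 for glycolysis, 0.0934 for extracellular matrix, 0.505 for YAP targets and 0.542 for serine synthesis. Median and mean differed in sign for autophagy (0.003 and -0.04) and for glutathione genes (-0.04 and 0.03).

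Of 8539 probes tested, limma called 120 as differing in response, 63 higher and 57 lower in GN5, 116 of them by at least 1.5-fold. Scaling to a common median moved the median difference of all tested probes to -0.294 and called 252 probes, 16 higher and 236 lower. The count was 74, 75 and 58 without H5D vehicle replicate 1 and H5D rapamycin replicates 1 and 2, and 60, 72, 69 and 66 without GN5 vehicle replicate 2 and GN5 rapamycin replicates 1, 2 and 3. Without GN5 vehicle replicates 2 and 3 together it was 14, and the calls of Id2 (adjusted p = 0.051), Cxcl13 (0.064), Slc7a3 (0.064), Slc7a5 (0.0659), Hap1 (0.0864), Pcp4 (0.0882), Trib3 (0.0882), Cth (0.177) and Ltbp2 (0.208) and of the tRNA synthetase list (0.129) ended. The differences of these 9 genes moved by less than 1.5 times, the most for Pcp4 (-0.86). With no filter those of Scd2 (0.0574), Cth (0.0584) and Ltbp2 (0.0791) ended.

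With vehicle alone, the lines differed in extracellular matrix genes and in NF-kappaB and chemokine genes. Of 30 extracellular matrix genes 20 were higher and 8 lower in GN5 (20 and 8 when adjusted over the list alone, median log2 difference 2.03, or 1.74 with undetected members at their bound, adjusted p = 0.00255, and adjusted p = 0.22 with an estimated correlation). Collagen Col1a2 was at least 252-fold, the collagen cross-linker Lox at least 202-fold, elastin (Eln) at least 88.1-fold and Col3a1 at least 45.1-fold higher in GN5, each undetected in H5D. Fam25a (at least 317-fold), the basal keratin Krt14 (at least 161-fold), mesothelin (Msln, at least 171-fold), prostacyclin synthase (Ptgis, at least 122-fold), the angiotensin receptor Agtr1a (at least 86.7-fold) and podoplanin (Pdpn, at least 73.4-fold) were higher as well. In H5D, 17 of 19 NF-kappaB and chemokine genes were higher and 2 lower than in GN5 (17 and 2 when adjusted over the list alone, median of GN5 over H5D -3.83, or -2.65 with undetected members at their bound, adjusted p = 7.18e-08, and adjusted p = 0.0975 with an estimated correlation). The chemokines Ccl2 (at least 191-fold), Ccl20 (at least 145-fold), Ccl7 (at least 89.6-fold) and Cx3cl1 (at least 48.9-fold), the fatty acid carrier Fabp4 (at least 242-fold) and the dendritic cell marker Cd83 (at least 189-fold) were higher in H5D and undetected in GN5. Osteopontin (Spp1) was 191-fold lower in GN5, where it was detected on 2 of 3 arrays. The glutathione transferase Mgst1 was lower as well, detected on 1 of 3 GN5 arrays. The adjusted p of these named genes lay between 2.32e-12 and 4.62e-11 (n = 3 per group).

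Of 30 glutathione and NRF2 genes 19 were lower and 3 higher in GN5 (19 and 3 when adjusted over the list alone, median -1.10, or -0.97 with undetected members at their bound, adjusted p = 0.000479, and adjusted p = 0.0975 with an estimated correlation). The glutathione peroxidase Gpx2 was at least 35.9-fold and Akr1b8 28.0-fold lower. Of 17 hypoxia genes 13 were higher and 1 lower in GN5 (13 and 1 when adjusted over the list alone, median 1.17, adjusted p = 0.000504, and adjusted p = 0.0975 with an estimated correlation). The lysyl hydroxylase Plod2 was 53-fold and carbonic anhydrase Car9 21.1-fold higher. Of 20 endoplasmic reticulum chaperones 16 were higher and 1 lower (16 and 1 when adjusted over the list alone, median 0.68, adjusted p = 0.000789, and adjusted p = 0.0975 with an estimated correlation). Sdf2l1 was 5.86-fold and Herpud1 4.52-fold higher. Of 16 cholesterol genes 12 were higher (12 adjusted over the list alone, median 0.81, adjusted p = 0.00211, and adjusted p = 0.193 with an estimated correlation). The desaturase Sc5d was 3.19-fold and Dhcr7 2.66-fold higher. Of 35 G2 and mitosis genes 22 were higher and 1 lower (22 and 1 when adjusted over the list alone, median 0.57, adjusted p = 0.00585, and adjusted p = 0.241 with an estimated correlation). The spindle protein Prc1 was 2.26-fold higher. Of 16 mesenchymal markers 9 were higher and 4 lower (9 and 4 when adjusted over the list alone, median 1.21, or 0.85 with undetected members at their bound, adjusted p = 0.0122, and adjusted p = 0.189 with an estimated correlation). Of 17 YAP targets 11 were higher and 4 lower (12 and 4 when adjusted over the list alone, median 1.2, or 1.10 with undetected members at their bound, adjusted p = 0.0143, and adjusted p = 0.189 with an estimated correlation). Ccn2 was 21.7-fold (4.44, SE 0.129, adjusted p = 2.36e-10), Ccn1 13.6-fold and Tgfb2 11.3-fold higher in GN5. The Ccn2 fold could be understated, since its GN5 level lay near the top of the range.

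The remaining lists were not called between the vehicle groups. Of 11 hepatocyte markers 6 were lower and 3 higher in GN5 (median -1.23, or -0.40 with undetected members at their bound, adjusted p = 0.135). Transferrin (Tf) was 13.1-fold and the urea cycle enzyme Ass1 at least 10.4-fold lower. Of 10 biliary and progenitor markers 6 were lower and 4 higher (median -2.61, or -2.24 with undetected members at their bound, adjusted p = 0.197). The surface protein Cd24 was 75.4-fold lower and the glypican Gpc3 at least 43.5-fold higher. Of 27 ATF4 genes 15 were higher and 8 lower (median 0.42, adjusted p = 0.252), with Asns at least 6.04-fold lower in GN5, where it was undetected. Of 17 TGF-beta genes 10 were higher and 5 lower (median 0.95, adjusted p = 0.0887). Ltbp2 was at least 47.5-fold higher and the pseudoreceptor Bambi at least 22.0-fold lower. Of 24 immediate early genes 15 were lower and 6 higher (median -0.53, adjusted p = 0.155), while Dusp1 was 11.9-fold higher. The cyclin Ccnd1 was 6.51-fold lower within 13 G1 regulators (median -0.12, adjusted p = 0.784), and Myc was 8.48-fold lower within 38 ribosome biogenesis genes (median -0.26, adjusted p = 0.0781). Scd2 was 13.4-fold lower within 14 fatty acid genes (median -0.46, adjusted p = 0.549), and the phosphofructokinase Pfkp was 6.67-fold lower within 15 glycolytic genes (median -0.15, adjusted p = 0.549). Medians and adjusted p were 0.17 and 0.0515 for ribosomal proteins, 0.52 and 0.0515 for tRNA synthetases, 0.27 and 0.197 for S phase, -0.30 and 0.64 for p53 targets, -0.32 and 0.643 for interferon genes, and 0.05 and 0.744 for autophagy and lysosome. They were 0.21 and 0.784 for serine synthesis, 0.04 and 0.839 for oxidative phosphorylation, -0.02 and 0.876 for the proteasome, 0.08 and 0.962 for the TCA cycle, and 0.02 and 0.995 for mTOR signalling. The mean had the opposite sign (-0.04) in the TCA cycle and mTOR lists.

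The limma fit called 5238 of 8279 probes between the vehicle groups (63.3%), 2673 higher and 2565 lower in GN5, and 1922 differed by at least 2-fold. Of the called probes 999 were undetected in the dimmer line. The lines did not overlap for 5554 of the tested probes (67.1%), where chance gives 10%. Of the 121 named calls 120 held without each array in turn, and that of Shmt2 ended without GN5 vehicle replicate 1 (adjusted p = 0.0818) or H5D vehicle replicate 2 (0.0573). Scaling to a common median moved the median log2 difference of all tested probes to 0.103.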

Values the study reported

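The study reported that rapamycin affected 777 probes in the GN5 cells, or 3.5% of the genes on the chip, with 387 upregulated and 390 downregulated. In the H5D cells it reported 636 affected probes, or 2.9%, with 355 upregulated and 281 downregulated. These counts rest on a t-test with correction for multiple tests and a minimum change of 1.2 fold. Its clustering used 1,293 gene features that differed across the groups, and control and rapamycin arrays were reported to segregate in both lines. Pgk1 was reported as lower with rapamycin in all 4 cell lines examined by microarray.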

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

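The test of replicate error in H5D and the count without GN5 vehicle replicates 2 and 3 were chosen only after the results they bear on were seen.

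Ccn2, Ankrd1, Cxcl13 and other genes are given here because their response to rapamycin differed between the lines by the test of that difference over all 12 arrays. The log2 response in GN5 minus that in H5D was 1.35 for Cxcl13, 1.34 for Ankrd1, 1.23 for Hap1, 1.2 for Rnd1, 1.19 for Rab17, 1.03 for Cth, 1.02 for Slc7a3, 0.97 for Ltbp2 and 0.95 for Id2. It was -1.56 for Ccn2, -1.27 for Pcp4, -1.22 for Trib3, -1.22 for Rgs2, -1.21 for Scd2 and -1.11 for Slc7a5. Cxcl13, Rnd1, Rab17 and Ltbp2 were undetected on all H5D arrays, Slc7a3 on all GN5 arrays and in rapamycin-treated H5D, and Trib3 in H5D and in rapamycin-treated GN5. Pcp4 was detected on 1 vehicle and 0 rapamycin arrays of GN5, Cth on 2 and 0 and Hap1 on 2 and 3, so these 9 differences rest in part on values at the detection floor. Ccn2 was at 13.75 in GN5, near the brightest probe there (Rplp0, 14.11 with vehicle), where a rise is understated if the signal saturates, which was not tested. The 3 ATF4 genes with a higher response in GN5 (Cth, Slc7a3 and Asns) were at or near the detection floor in GN5. The ATF4 list (adjusted p = 8.4e-06) and the TGF-beta list (1.61e-05) differed too. So did the tRNA synthetases (0.0138), but not with an estimated correlation (adjusted p = 0.0877) or without GN5 vehicle replicate 2 (0.0611). Groups of 3 arrays are too small for a test of single arrays against their group.

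The count of 120 probes that differed in response was reached or passed by 2 of 100 drawn splits of both lines' arrays, the real split included, and the highest other split called 134. A split that mixes a line's groups puts 2 arrays of 1 treatment and 1 of the other on each side. It dilutes that line's response and adds it to the error, but does not remove it. Chance can therefore be excluded only where neither line responds, and unequal responses are not shown by the count. Splits that kept the GN5 groups and mixed those of H5D called 26 to 134 probes. Those that kept the H5D groups and mixed those of GN5 called 2 to 19. For the 3 lists chance is not excluded, and the splits cannot decide it. As many lists were called in 53 of 100 splits, and the highest count, 21, came from a split that kept the GN5 groups. Such splits keep all or part of a line's response, and only the number of lists was compared. On whether probes at the detection floor in 1 line make up the calls, 0.725% were called among probes detected on all 12 arrays, against 1.41% of all tested probes, and 59 of the 120 called probes were detected on all 12 arrays while 49 were detected on no array of 1 line. The floor therefore stays open for part of the calls, as does a difference between the lines themselves, which differ in origin and in medium.

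More probes were called in GN5 (515) than in H5D (57), and leaving out H5D vehicle replicate 2, which stands apart, did not raise the H5D count (44 probes, where GN5 gave 164 to 934 without 1 array). With array weights, which give deviant arrays less weight, the counts were 1073 in GN5 and 715 in H5D, so deviant arrays in general stay open as part of the cause. A response of like size under wider replicate error in H5D remains possible: the error-corrected SDs of the log2 fold change differed by 0.043, within the spread of 0.067 from leaving out each replicate number, and the error SD was 0.121 in GN5 and 0.145 in H5D. Models of all 12 arrays with a pooled error called 495 and 290 probes, seen afterwards and with no spread. These models also have more residual degrees of freedom (8 against 4), and the share of each change was not separated. Together they closed most of the gap and left a ratio of 1.71. Wider error in H5D and a larger response of GN5 itself therefore both stay open.

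The probes called in GN5 may owe something to the higher raw signal on GN5 vehicle replicates 2 and 3. Of 2086 probes picked in replicates 2 and 3 of both treatments alone, 68.9% went the same way from vehicle to rapamycin in replicate 1, against 58.6% of all probes. Of the 904 picked after adjustment 76.3% did, and between rapamycin replicate 1 and vehicle replicate 1 the list medians were -0.64 for ATF4, -0.57 for tRNA synthetases, 0.48 for TGF-beta, -0.25 for glycolysis and 0.26 for YAP targets. With both vehicle arrays left out, 156 probes were called, a setting with 1 vehicle array, which is assumed to vary like the rapamycin arrays. These values do not decide how much of the GN5 count the background accounts for.

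The splits of the arrays within a comparison number 10 for 3 arrays against 3, the real one included, which is too few for a share below 0.05. In GN5 the real split called 515 probes and the highest other 0 (limma, 635 at an unadjusted p below 0.05), with 16 and 10 lists. In H5D the values were 57 and 0 probes (871 unadjusted) and 12 and 6 lists, and between the vehicle groups 5238 and 0 probes (319 unadjusted) and 9 and 7 lists. In each of these 6 cases 1 of the 10 splits, the real one, gave the result. The mixed splits keep part of the difference between the groups, so their list counts are not those of arrays without a difference. For the 14 calls shared by both lines, 1 of 100 splits of both lines' arrays gave as many, the real one, and the highest other gave 0. That outcome was fixed, since each of the other splits called 0 probes in at least 1 line, so it says nothing about the sharing.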

How the results depend on the processing

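The settings that left out 2 or 3 arrays together, and the authors' values with the methods' t-test, were chosen only after the data were seen. Of the main counts and sizes, 142 values under an alternative stayed within limits and 68 moved, where a count was allowed a change of 1.5 times, the ratio of response sizes 1 SD over the replicate numbers left out, and the number of groups in their own cluster no change. Of the named genes' results 2973 were the same and 382 were no longer past the threshold, and of the list calls 557 and 40, with 0 calls reversed. The 2973 include named genes that were not called and the vehicle comparison, where few calls ended. Without each array in turn, 45 of 76 named calls held in GN5, 0 of 27 in H5D and 12 of 15 in the difference. The fits without background correction and with the authors' values kept the calls of all named genes in GN5 and in the difference.

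Without 1 array at a time, the number of called probes was 164 to 934 in GN5, 0 to 44 in H5D (828 at an unadjusted p below 0.05 where limma called 0), 58 to 139 in the difference and 4651 to 5240 between the vehicle groups. The shared calls were 0 to 14, the called lists 16 to 17 in GN5, 11 to 14 in H5D, 2 to 5 in the difference and 9 to 11 in vehicle, the ratio of response sizes 1.10 to 1.72, and the groups in their own cluster 2 to 4. Fewer arrays give less power, but the count of 934 without GN5 vehicle replicate 1 was a rise, and the cause was not tested.

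In GN5 (515) the count was 857 with median scaling, 233 with no filter, 1073 with array weights, 156 without vehicle replicates 2 and 3, 1423 and 42 with the methods' t-test before and after adjustment, and 173 at 1.5-fold or more. In H5D (57) it was 92 with no background correction, 164 with median scaling, 87 with the authors' values, 31 with no filter, 21 over probes detected on all 12 arrays, 290 with all 12 arrays in the fit, 87 with a variance trend and robust estimation, 715 with array weights, 1168 and 0 with the methods' t-test before and after adjustment, 300 with probes under 1.2-fold excluded first, and 350 when this was done on the authors' values. In the difference (120) it was 252 with median scaling, 46 over probes detected on all 12 arrays, 557 with array weights, 14 without GN5 vehicle replicates 2 and 3, 26 without H5D vehicle replicate 2 as well, 1206 and 67 with the methods' t-test before and after adjustment, and 406 with probes under 1.2-fold excluded first. The shared calls (14) were 25 with no background correction, 25 with the authors' values, 8 with median scaling, 7 with no filter, 9 without GN5 vehicle replicates 2 and 3 and 5 without H5D vehicle replicate 2 as well. With an estimated correlation 9 lists were called in GN5, 0 in H5D (camera, 11 at an unadjusted p below 0.05; fry called 23) and 0 in vehicle (7 unadjusted; fry 25), and with no filter 14 in vehicle. The size ratio was 3.58 with median scaling, and 2 groups clustered on their own with no filter. A fold minimum and a filter change the probes counted or tested. For the other settings the cause was not tested.

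No consistent pairing of the arrays by replicate number was seen, though 3 arrays per group cannot exclude it. Arrays with the same number correlated in their deviations at -0.167, 0.111 and -0.223 in GN5, 0.205, 0.01 and -0.371 in H5D, and 0.297, 0.219 and -0.18 between the vehicle groups. With the replicate number as a block 330 probes were called in GN5, 15 in H5D, 40 in the difference and 5326 between the vehicle groups, and 5 calls were shared. A block for chip or position was not run. The median signal of detected probes was 3.21 to 4.30 times that of probes with a detection p above 0.05, so low levels have bounds only.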

Other observations

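The count with the authors' normalized values and the methods' t-test was chosen only after the data were seen. Several genes outside the 3 called lists also differed in their response between the lines, and they were chosen after their values were seen. The MAPK phosphatase Dusp1 (log2 difference 1.06, adjusted p = 0.00157), the actin-binding protein Tagln (0.78, 0.0246), the NF-kappaB inhibitor Nfkbia (0.76, 0.0303) and the glutathione synthesis enzyme Gclc (0.73, 0.0108) responded higher in GN5. The matrix genes Mmp3 (-1.09, 0.0069) and Col15a1 (-0.83, 0.0148), the galectin Lgals1 (-0.99, 0.00232), the desaturase Scd (-1.16, 0.0115), the adenylate kinase Ak4 (-0.80, 0.0228), the interferon factor Irf1 (-0.74, 0.0142) and the keratin Krt8 (-0.71, 0.00796) responded lower. Tagln and Ak4 were undetected on all H5D arrays, Mmp3 and Col15a1 on all GN5 arrays, and Scd was detected on 1 H5D vehicle array and 0 H5D rapamycin arrays, so these 5 differences rest in part on values at the detection floor.

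With the authors' normalized values, the methods' t-test and probes under 1.2-fold excluded before the adjustment, 350 probes were called in H5D, 175 higher and 175 lower. That is lower than the count quoted from the study above. Only H5D is compared here. Excluding probes by fold first picks them by the difference that is then tested. The adjustment then need not hold the share of false calls at its threshold.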
